A study of Mus musculus with 6 samples.

How the data were processed

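Sorted B16-F10 cells were measured by 3′-end mRNA sequencing on an Illumina NextSeq instrument, per the labels' protocols, in 3 libraries of high-pigmented and 3 of low-pigmented cells. The labels also state that total RNA was extracted from the sorted cells with an on-column DNase step and that libraries were made with Lexogen's QuantSeq forward kit. The deposited values are raw counts per gene and per library, which the authors made with HTSeq, per the name of the table and its tally rows. The aligner, the counting mode, the use of strand, the versions, the genome build and the annotation are not stated. Molecular identifiers are not mentioned, so reads that are copies of one molecule cannot be told from independent ones. Short reads from near the polyadenylated end make the counts sensitive to how that end is annotated and to internal priming.

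The table holds 18324 gene rows named by mouse symbol and a second column of human symbols from an unstated conversion. Of 14084 rows with a human symbol, 2062 (14.6%) carry the symbol of another row of the table, as in *Dct*, which is listed under TYRP1, and *Mitf*, listed under TFEB. Genes were therefore identified by mouse symbol throughout, and the gene lists were matched to it without regard to case. Of the rows, 16624 matched a symbol in GENCODE vM21, which was used for transcript length, GC content and shared sequence only. The tally rows for reads overlapping no gene or several genes were left out of library sizes and tests. No-feature reads made up 17.9%, 29.5% and 13.9% of tallied reads in the high-pigmented and 14.2%, 24.5% and 12.4% in the low-pigmented libraries of pairs 1, 2 and 3. Ambiguous reads made up 1.97%, 0.487% and 2.43%, and 2.21%, 1.02% and 2.51%, in the same order.

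Gene counts ranged from 3819605 to 7311131 per library. The Wilson 95% intervals of 48 library shares (no feature, ambiguous, RP23-81C12.3, mitochondrial ribosomal RNA, *Malat1*, the 10 highest rows and mitochondrial mRNA over either total, in 6 libraries) lay within 0.0579 percentage points of them; such intervals cover counting error only. Depth is thus no limit on these shares, while genes with few counts, such as *Tyr* with 2 counts in the high-pigmented library of pair 2, are poorly measured in single libraries.

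Genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest with robust estimation) in R 4.3.3, after filterByExpr at its minimum count of 10 and TMM normalisation, with the 2 groups and no covariate, and p values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken from the test statistic. Normalised counts are CPM on TMM-scaled library sizes, and within-pair differences use log2 CPM with a prior count of 2. The 12 gene lists, holding 328 genes, were written before the data were examined, and tested with camera in limma 3.58.1. They cover melanin synthesis and melanosome, melanocyte lineage regulators, other genes associated with MITF, the invasive or dedifferentiated state, interferon and antigen presentation, the cell cycle, p53 targets, ribosomal proteins, ATF4 and the unfolded protein response, glycolysis and hypoxia, oxidative phosphorylation, and the lysosome. Library totals and genes detected at equal depth were compared with exact 2-sided permutation tests. DESeq2 1.42.0, limma-voom, fry, other normalisations and filters, the pair block and leaving out each library were alternatives.

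The rule for naming genes took up to 5 genes in each direction with the largest change among those with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between groups, filled up by unadjusted p where fewer passed. It added *Tyr*, *Tyrp1*, *Dct*, *Pmel*, *Mlana*, *Mitf* and *Sox10* and the gene with the smallest p in each list that passed. The choices above, including tests, filters and the alternatives just listed, were made before the data were examined.

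The pairing comes from a suffix that 1 high-pigmented and 1 low-pigmented library share in their titles, and the labels do not say what it marks. Libraries with the same suffix deviated together from their group means, with correlations across genes of 0.466, 0.316 and 0.422 in pairs 1, 2 and 3, each above the minimum of 0.1 set for this check, so the suffix was taken to pair the libraries. No pair of libraries agreed within sampling noise (chi-square per degree of freedom of at least 14.8), so each was counted as a replicate of its own.

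The fits were tested on simulated counts drawn for the real genes with the real means and library sizes and with 200 genes changed. The spread of each simulated gene was set by the trend of spread on expression, with no gene-specific part. With all 6 libraries and no block, 0% of the changed genes were recovered at changes of 2-, 4- and 8-fold. With the pair block the shares were 0%, 48.5% and 70.7%, over 11324 genes. With pair 2 left out and the block, 4.10%, 45.0% and 84.8% were recovered at 1.5-, 2- and 4-fold over 11906 genes, and at most 4% of the calls were false. Because the simulated genes had no gene-specific spread, this share does not show how many calls in the real data are false. Figures were drawn with matplotlib 3.10.9.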

Results

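RNA was sequenced from B16-F10 cells, a mouse melanoma line whose cells make variable amounts of melanin, after fluorescence-activated sorting on the light scatter that melanin causes. The sorted populations were high-pigmented and low-pigmented cells, with 3 libraries of each. The high- and low-pigmented libraries formed 3 pairs that share a replicate label, called pairs 1, 2 and 3 here. Libraries were of the 3′-end type, in which each read comes from near the polyadenylated end of a transcript, so a gene's count does not scale with its length. Genes are named by the mouse symbols of the count table. No genomic positions are given, because the genome build behind the counts is not stated.

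Counts on genes totalled 4680369, 3819605 and 6569617 in the high-pigmented libraries of pairs 1, 2 and 3, and 4560186, 4781969 and 7311131 in the low-pigmented libraries. The mean was 5023197 ± 1406695 (SD, n = 3) in high-pigmented and 5551095 ± 1528264 (SD, n = 3) in low-pigmented cells. This difference of -527898 counts was smaller than the spread between replicates (exact 2-sided permutation test, p = 0.6, where 3 against 3 libraries allow no p below 0.1). Without the low-pigmented library of pair 3 the difference was 352120 counts, in the opposite direction.

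Pair 2 differed from the other pairs in composition. After every library was drawn down to 3819605 counts, the high-pigmented libraries of pairs 1, 2 and 3 contained 14827, 10620 and 13844 genes with at least 1 count, and the low-pigmented libraries contained 14663, 12678 and 14296. The mean number of genes was 13097 ± 2201 (SD, n = 3) in high-pigmented and 13879 ± 1056 (SD, n = 3) in low-pigmented cells. This difference of -782 genes was smaller than the SD of either group (exact 2-sided permutation test, p = 0.7, where no p below 0.1 is possible). The direction of this difference rested on the high-pigmented library of pair 2, without which high-pigmented libraries had 460.4 more genes. A row named RP23-81C12.3, which matched no gene in the reference tables used here, took 53.9% of gene counts in the high-pigmented and 27.1% in the low-pigmented library of pair 2. In the other libraries its share lay between 3.54% and 5.03%. The 2 mitochondrial ribosomal RNA genes together took 12.2% and 7.69% of gene counts in the high- and low-pigmented libraries of pair 2, against 1.51% to 1.99% elsewhere. The 10 rows with the most counts in a library held 70.2% and 44.6% of gene counts in the high- and low-pigmented libraries of pair 2, and between 10.6% and 13.4% in the others.

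**Figure D1:**
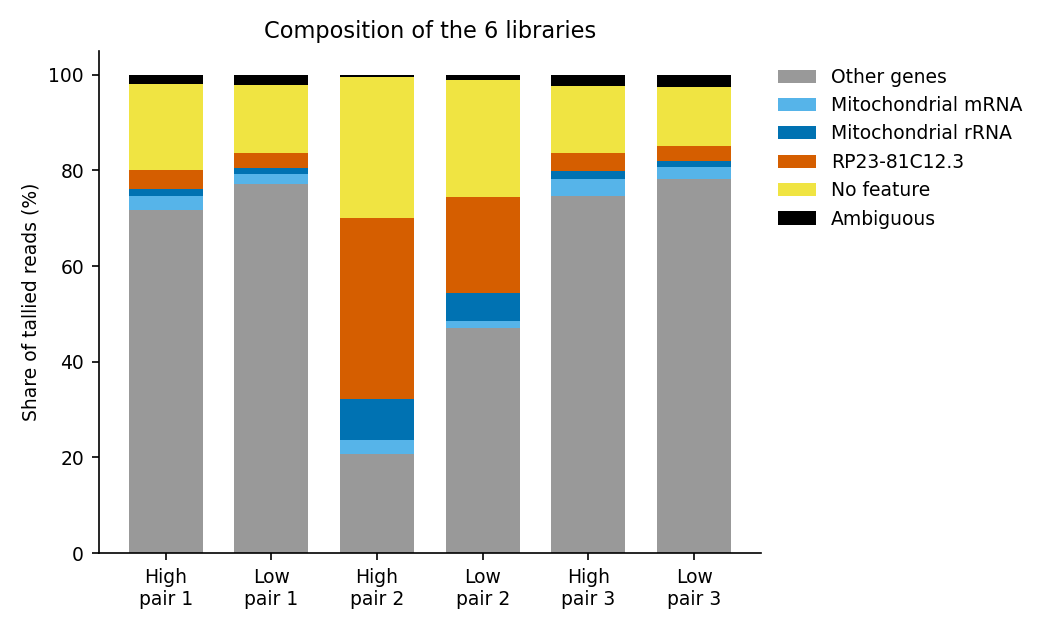
Share of all tallied reads, in percent, in each of the 6 libraries, split into genes by kind, reads that overlapped no annotated gene and reads that overlapped several. The libraries of pair 2 contain the most RP23-81C12.3, mitochondrial ribosomal RNA and no-feature reads (29.5% and 24.5% no feature in the high- and low-pigmented library, against 12.4% to 17.9% in the others).

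The main comparison asked which transcripts differ between high- and low-pigmented cells. Of 11324 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.9996. At an unadjusted p under 0.05 there were 38 genes, 15 of them higher in high-pigmented cells, fewer than the 566.2 that the 5% threshold gives by chance. The replicates were far apart, with a common biological coefficient of variation of 71.6%. All 3 values of one group lay above all 3 of the other in 650 genes, or 5.74% of those tested. Chance gives 10% if the 6 libraries are exchangeable. Libraries of a pair deviated together, so neither this 10% nor the 566.2 is a proper baseline for paired libraries. Falling below them therefore carries no information on the groups. Among the alternatives set in advance the count moved most with DESeq2, which called 5 genes, each with 50 to 86 counts in the high-pigmented library of pair 2 and at most 1 count in any other library. Among alternatives chosen after the data were seen, leaving out pair 2 and blocking on the pairs gave 155 genes with edgeR and 344 with limma-voom. With the pairs as a block and all 6 libraries, 0 genes passed in edgeR, and 213 had an unadjusted p under 0.05. Fits of this block to all 6 libraries that were chosen later gave 6 genes with DESeq2. They gave 0 with limma-voom at equal weights and 34 with its sample weights.

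None of the genes selected by the fixed rule passed the threshold in the main comparison. They were the genes with the smallest unadjusted p among those averaging at least 10 CPM (counts scaled to the library's normalised size) and with no overlap between groups, 5 in each direction, and each had an adjusted p of 0.9996. *Cdkn1a*, which encodes the cell-cycle inhibitor p21, had a normalised count of 372 ± 61.8 CPM (SD, n = 3) in high-pigmented and 179 ± 36.1 CPM (SD, n = 3) in low-pigmented cells, a log2 fold change of 1.05 ± 0.37 (SE). Its log2 differences were 0.92, 1.56 and 0.69 in pairs 1, 2 and 3. *Fam174b* had 116 ± 9.35 CPM against 57.0 ± 17.6 CPM (SD, n = 3 each), with a log2 fold change of 1.02 ± 0.39 (SE). For *Sesn3* the log2 fold change was 1.76 ± 0.63 (SE). The mitochondrial gene *mt-Nd4l* had a log2 fold change of 1.44 ± 0.49 (SE), and *Gm10222* one of 1.52 ± 0.59 (SE). The last pair are uncertain, because the 294-nucleotide *Gm10222* transcript is identical to *mt-Nd4l* and reads cannot be assigned between them by sequence. *Cdkn1a* and *Fam174b* each overlap an annotated exon on the opposite strand, and whether counting used the strand is not stated, so their counts are uncertain to that extent. Stretches of at least 100 nucleotides with at least 95% identity also join *Cdkn1a* to transcripts of 19 other genes and *Sesn3* to 10, of which 13 and 6 are rows of the table (longest stretches 165 and 125 nucleotides), so these counts are uncertain too.

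Of the 5 genes lower in high-pigmented cells, the nucleolar protein gene *Ncl* was the most abundant, with 987 ± 59.1 CPM in high-pigmented and 2095 ± 996.3 CPM in low-pigmented cells (SD, n = 3 each) and a log2 fold change of -1.09 ± 0.43 (SE). *Ncl* contains an annotated small nucleolar RNA, *Snora75*, so the positions of their reads overlap. The RNA helicase gene *Ddx21* had a log2 fold change of -1.04 ± 0.40 (SE), and 398 nucleotides of it are nearly identical to *Gm37197*. The remaining genes were *Zc3h13* at -1.74, *Ddx46* at -1.67 and *Pelp1* at -1.93. The size of these last changes came mostly from the low-pigmented library of pair 2, without which they were -0.76, -0.56 and -0.78 on the log2 scale. Likewise *mt-Nd4l*, *Gm10222* and *Sesn3* fell to 0.84, 0.64 and 1.18 without the high-pigmented library of pair 2, and *Ncl* changed to -0.63 without the low-pigmented one.

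The call changed for 5 of these 10 genes in the added edgeR fit with the pair block and without pair 2, namely *Cdkn1a* (log2 fold change 0.80, adjusted p 0.00171), *Ncl* (-0.64, 0.00403), *Fam174b* (0.85, 0.00711), *Ddx21* (-0.66, 0.0241) and *mt-Nd4l* (0.82, 0.0413). With all 6 libraries, the pair block and limma-voom's sample weights, also added, *Cdkn1a* (0.0179), *Ncl* (0.0265) and *Fam174b* (0.0403) passed. With the block and equal weights none of the 10 did, in limma-voom (adjusted p 0.961 each) or in edgeR (0.927 each). The genes were selected on libraries that these fits share, so these fits are not independent of the selection.

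The pigment genes address whether sorting on melanin separated cells with different transcript levels of the melanin machinery. Of 23 melanin synthesis and melanosome genes tested, 0 passed an adjusted p under 0.05 over all genes tested and 0 passed when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 such gene, *Mreg*, which encodes melanoregulin, with 112 ± 51.1 CPM in high-pigmented and 38.4 ± 30.6 CPM in low-pigmented cells (SD, n = 3 each) and a log2 fold change of 1.53 ± 0.67 (SE; adjusted p 0.728 over the list alone). Without the low-pigmented library of pair 3 this change was 2.39. The alternatives set in advance gave 0 genes in this list too, and the added fit with the pair block and without pair 2 gave 10 over all genes and 13 over the list alone.

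The 7 marker genes fixed in advance showed differences within the replicate spread. *Tyr*, the gene of tyrosinase, which catalyses the first steps of melanin synthesis, had 38.4 ± 40.6 CPM in high-pigmented and 31.1 ± 45.6 CPM in low-pigmented cells (SD, n = 3 each), a log2 fold change of 0.32 ± 1.39 (SE). Its raw counts were 502, 2 and 277 in the high-pigmented libraries of pairs 1, 2 and 3 and 507, 20 and 36 in the low-pigmented ones, so its within-pair log2 differences were -0.04, -2.01 and 2.99. It passed only in the 2 added fits, without pair 2, that used no gene-specific spread. *Tyrp1* had 1199 ± 932 CPM against 1090 ± 735 CPM, and *Dct*, the most abundant of the 7, had 8649 ± 5145 CPM against 8471 ± 3907 CPM (SD, n = 3 each). Their log2 fold changes were 0.14 ± 0.94 and 0.03 ± 0.58 (SE). Counts of *Dct* are uncertain, since it shares nearly identical stretches of up to 203 nucleotides with 27 other genes, 17 of them rows of the table, and so are those of *Tyrp1*, which shares 215 nucleotides with *Gm45386*. The melanosome matrix gene *Pmel* had 1983 ± 1746 CPM in high-pigmented and 1213 ± 933 CPM in low-pigmented cells, with a log2 fold change of 0.71 ± 1.06 (SE) and within-pair log2 differences of 0.69, -0.58 and 0.81. It passed in the added edgeR fit with the block and without pair 2 (adjusted p 0.000811), which leaves out the pair of opposite direction, and with sample weights (0.00517). *Pmel* shares exon sequence on the opposite strand with *Cdk2* and *Dgka*. *Mlana* changed by 0.23 ± 0.83 and was higher in each pair, by 0.22, 0.60 and 0.19 on the log2 scale, but with the pairs as a block its change of 0.33 ± 0.17 did not pass (adjusted p 0.927). The transcription factor genes *Mitf* and *Sox10* changed by 0.17 ± 0.91 and 0.10 ± 0.53 (log2 fold change ± SE). The adjusted p of each of these 7 genes was 0.9996 in edgeR's test. Each changed direction when some single library was left out, which also breaks a pair, and *Tyrp1*, *Dct* and *Sox10* also changed direction in edgeR with the pairs as a block, to -0.17, -0.06 and -0.09.

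**Figure D2:**
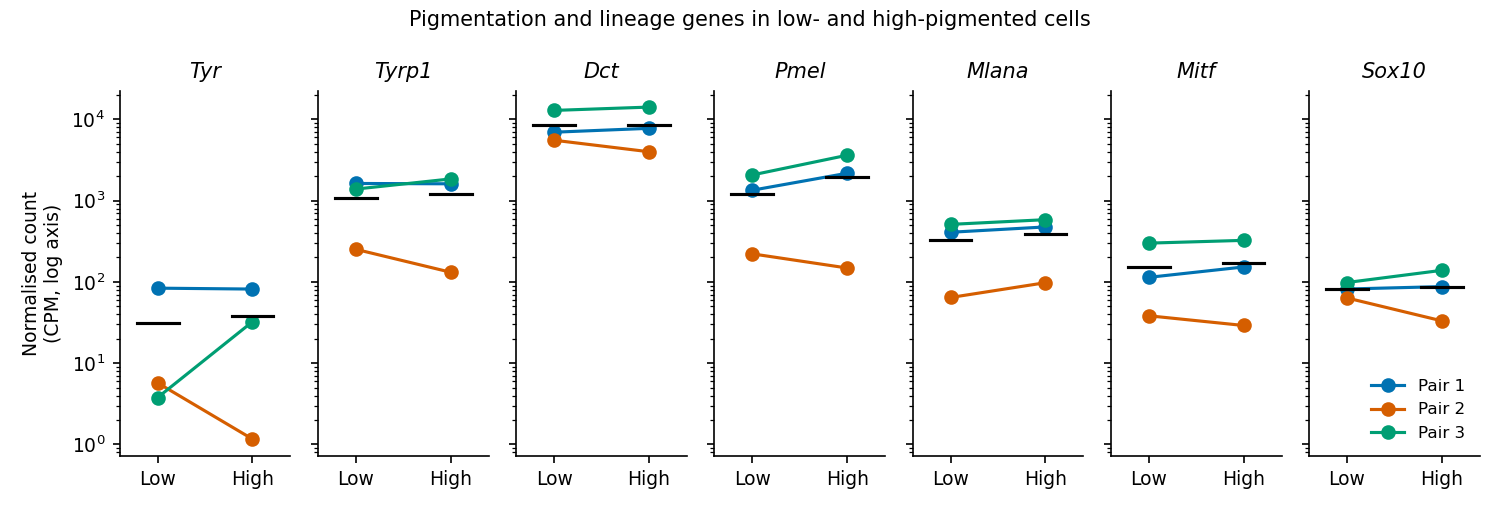
Normalised count in CPM (log axis) of the 7 marker genes in low- and high-pigmented cells, 1 panel per gene; points are libraries, coloured lines join the libraries of a pair, and black bars are the means of the 3 libraries. The lines of pair 2 lie below those of pairs 1 and 3 for 6 of the genes, the exception being *Tyr* in low-pigmented cells.

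Gene lists were compared to ask whether sets of related genes differed where single genes did not. In camera tests with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 12 lists, 3 lists passed. The melanin synthesis and melanosome genes were higher in high-pigmented cells, with a median log2 fold change of 0.48 and 20 of 23 genes higher (adjusted p 0.000998). The p53 target genes were higher, with a median of 0.32 and 13 of 15 genes higher (adjusted p 0.000998), and the gene with the smallest p among them was *Cdkn1a*. The ribosomal protein genes were lower, with a median of -0.35 and 0 of 42 genes higher (adjusted p 0.000254). The ribosomal gene with the smallest p was *Rps16*, with 710 ± 118 CPM in high-pigmented and 1174 ± 449.9 CPM in low-pigmented cells (SD, n = 3 each), a log2 fold change of -0.72 ± 0.41 (SE) and an adjusted p of 0.9996. Without the low-pigmented library of pair 2 its log2 fold change was -0.40, and in the added edgeR fit with the block and without pair 2 it passed (-0.52, adjusted p 0.0327). Transcripts of 4 other genes are nearly identical to part of *Rps16*, so its counts are uncertain. None of the 3 lists passed under fry, where every list had an adjusted p of 0.994, or with the correlation estimated for each list, where the smallest adjusted p was 0.689.

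The median difference of the melanin list was 0.69, -0.30 and 0.41 on the log2 scale within pairs 1, 2 and 3, so it was not in the same direction in every pair. In pair 2, 9 of 23 melanin list genes were higher in the high-pigmented library. The p53 target medians were 0.51, 0.33 and 0.34, and the ribosomal protein medians were -0.24, -0.35 and -0.44. Leaving out a single library changed some of these calls. Those fits had no block and also break a pair, so the changes need not come from the library left out itself. Without the high-pigmented library of pair 3 the melanin list median was -0.04, and without the low-pigmented library of pair 2 it was 0.14 (adjusted p 0.329). Without the high-pigmented library of pair 1 the p53 target median was 0.07 (adjusted p 0.157) and the ribosomal protein median -0.23 (adjusted p 0.410); the latter was -0.18 (adjusted p 0.329) without the low-pigmented library of pair 2.

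The other 9 lists had adjusted p values from 0.0864 to 0.792. Their median log2 fold changes were 0.26 for lysosome genes, 0.31 for interferon and antigen presentation genes, 0.23 for cell cycle genes, 0.16 for other genes associated with MITF, 0.09 for melanocyte lineage regulators, 0.04 for glycolysis and hypoxia genes, -0.02 for oxidative phosphorylation genes, -0.06 for genes of the invasive or dedifferentiated state and -0.17 for ATF4 and unfolded protein response genes. With the pairs as a block, 6 lists passed, the additional ones being lysosome genes (median 0.26, 16 of 26 higher, adjusted p 0.0150), ATF4 and unfolded protein response genes (median -0.26, 6 of 23 higher, adjusted p 0.0150) and cell cycle genes (median 0.19, 14 of 27 higher, adjusted p 0.0311). Within pairs 1, 2 and 3 the lysosome medians were 0.33, -0.12 and 0.33, with 10 of 26 genes higher in pair 2. The medians of the ATF4 list (-0.30, -0.20 and -0.12) and of the cell cycle list (0.13, 0.26 and 0.01) kept their direction. The median log2 fold change over all 11324 genes was -0.04 without the block and -0.09 with it.

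**Figure D3:**
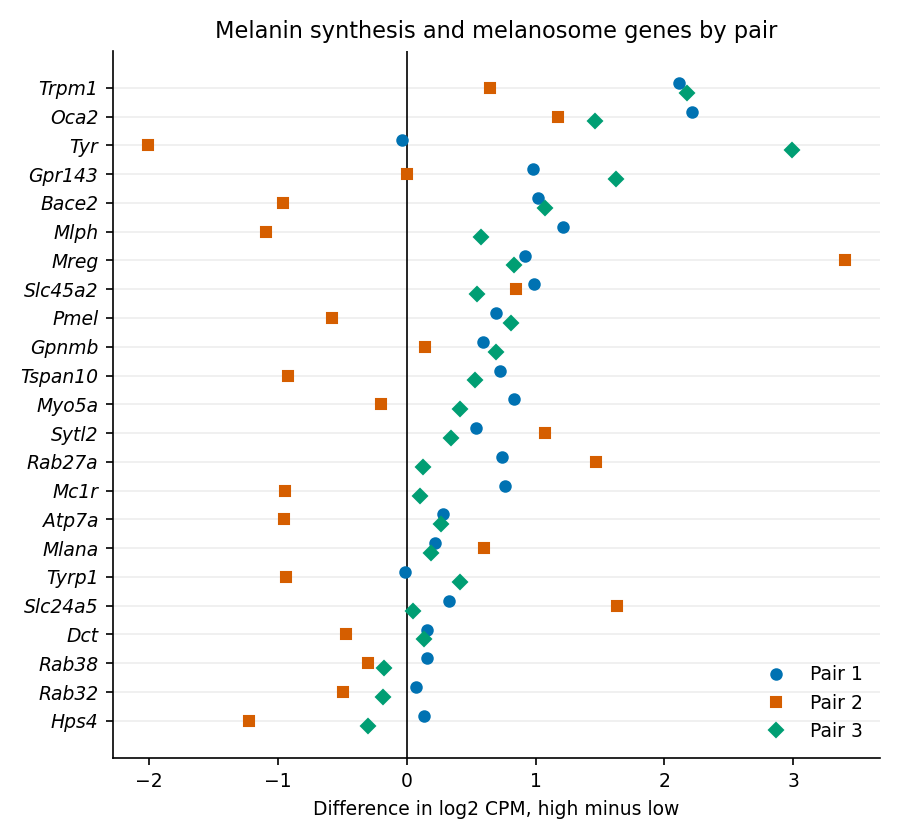
Difference in log2 CPM between the high- and low-pigmented library of each pair for the 23 melanin synthesis and melanosome genes tested, ordered by the mean of pairs 1 and 3. Pairs 1 and 3 lie mostly to the right of 0 (21 and 20 genes higher) and pair 2 does not (9 genes higher); *Gpr143* had 0 counts in both libraries of pair 2 and is drawn at 0.

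**Figure D4:**
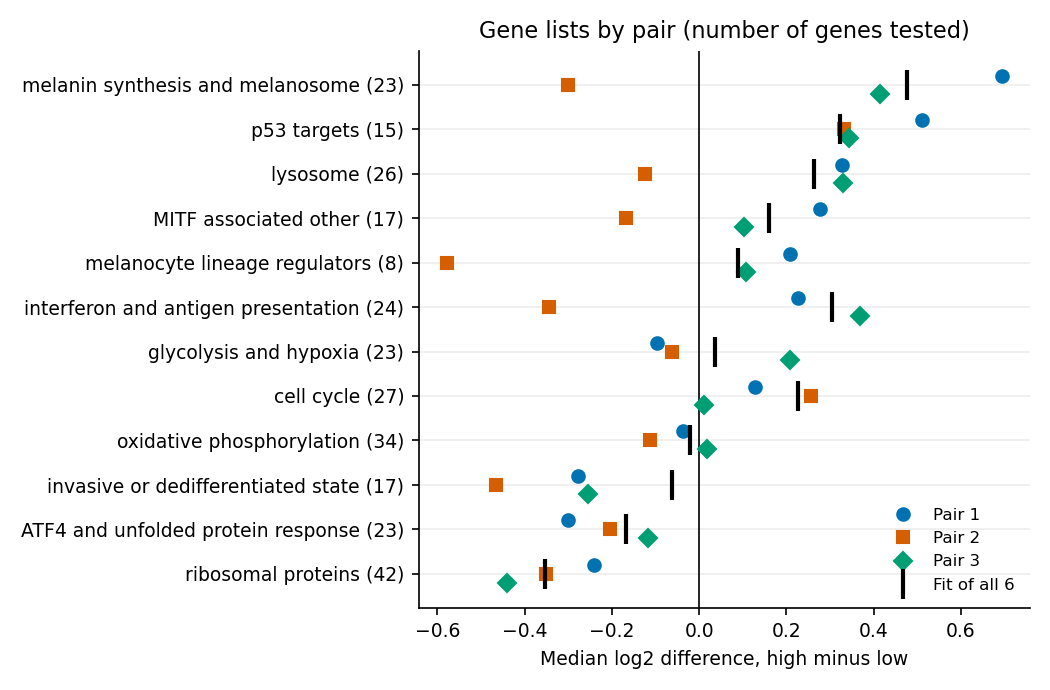
Median difference on the log2 scale between high- and low-pigmented cells for 12 gene lists, within each pair (coloured points) and as the median log2 fold change fitted to all 6 libraries (black bars). Ribosomal protein genes lie below 0 and p53 targets above 0 in each pair, whereas the melanin list lies at -0.30 in pair 2.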

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

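The comparison of no-feature reads between the groups was chosen after these shares were seen. Reads outside the comparisons of the report were present in every library. Reads that overlapped no annotated gene made up 17.9%, 29.5% and 13.9% of the tallied reads in the high-pigmented libraries of pairs 1, 2 and 3, and 14.2%, 24.5% and 12.4% in the low-pigmented ones. Such reads may come from genomic DNA, from internal priming in introns or from transcript ends that the annotation lacks, and these sources were not tested because positions of reads were not analysed here. The share was higher in the high-pigmented library of each pair, by ratios of 1.26, 1.20 and 1.12. An exact 2-sided permutation test over the 6 libraries gave p = 0.6, but it ignores the pairs and so does not measure this difference within pairs. With 3 pairs no 2-sided exact test within pairs can give a p below 0.25. Neither chance nor a difference between the groups can therefore be excluded. The 2 libraries of pair 2 had the highest shares, together with the fewest genes and the most RP23-81C12.3 reads.

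Reads that overlapped more than 1 gene made up 1.97%, 0.487% and 2.43% of tallied reads in the high-pigmented libraries of pairs 1, 2 and 3, and 2.21%, 1.02% and 2.51% in the low-pigmented ones. The lowest shares were again those of pair 2, where the single row RP23-81C12.3 takes up more of the reads; whether this composition accounts for the low shares was not tested. No biological explanation was tested for this share.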

How the results depend on the processing

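Alternatives that leave out pair 2, weight the libraries, remove GC or length trends, keep only genes of known length, combine the block with DESeq2, limma-voom, fry or an estimated correlation, or leave out RP23-81C12.3 with the 2 mitochondrial ribosomal RNA rows were chosen after the data were seen; the others were planned. Under RLE or upper-quartile normalisation, a mean count of at least 10, and the removal of those rows, every count, named gene and list kept its direction and its side of the threshold. The median log2 fold change over all genes was -0.04, -0.03 and -0.03 under TMM, RLE and upper-quartile scaling.

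No gene passed an adjusted p under 0.05 in edgeR's test with all 6 libraries, with any single library left out, with the replicate block, or with pair 2 left out and no block. The genes at an unadjusted p under 0.05 numbered 38, between 20 and 128 with 1 library left out, 213 with the replicate block and 107 without pair 2. With no filter on low counts there were 458, with DESeq2 408 and with limma-voom 25. DESeq2 called 5 genes in all, *Bai3*, *Dsg1b*, *Gnaz*, *Pcdh15* and *Txndc8*, whose counts come almost wholly from the high-pigmented library of pair 2; they were named after their values were seen. With the replicate block DESeq2 called 6 genes, 5 of them higher, and 3 melanin list genes adjusted over the list alone. The 6 genes, likewise named after their values were seen, were *Ptgds*, *S100a1*, *Cited1*, *Mgll*, *mt-Co1* and *Anp32b*.

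With the replicate block and pair 2 left out, 155 of 11906 genes passed, 111 of them higher, and 10 melanin list genes passed over all genes and 13 adjusted over the list alone. The common biological coefficient of variation was 19.5% in this fit against 52.0% with the block and all 6 libraries, so the change follows from the spread that pair 2 adds. In the same 4 libraries DESeq2 called 133 genes (75 higher; 99 shared with the 155), with 9 and 10 melanin list genes, and limma-voom called 344 (185 higher; 154 shared), with 10 and 13. With the GC trend removed there were 203 calls (146 shared), with 10 and 13 melanin list genes, and with the length trend removed 283 (147 shared), with 11 and 14. This last fit cannot be compared with the 155: edgeR estimated infinite prior degrees of freedom, against a finite value before, so it used no gene-specific spread. Of its 283 calls 4 went in opposite directions in pairs 1 and 3 and 30 differed by more than 1 on the log2 scale, against 0 and 6 of the 155. *Tyr* was among them (1.14, adjusted p 0.000126), although its adjusted p was at least 0.729 in every fit that gave a value, other than this and the next. Genes of known length with the trend left in also gave infinite prior degrees of freedom, so removing the trend is not the cause. That fit gave 273 calls (147 shared), *Tyr* included (1.22, adjusted p 1.86e-05), with 11 and 14 melanin list genes. The restriction to these genes is not a sufficient cause, since the GC fit used the same genes and had a finite value (median 36.2). What sets this estimate was not tested. With the prior degrees of freedom of the 155-call fit imposed, the genes of known length gave 111 calls (110 shared) with the trend left in, and 10 and 13 melanin list genes, and 75 (75 shared) with it removed, and 9 and 11. This mixes 2 fits, and fewer than the 155 passed even with the trend left in, for reasons that were not tested. When all 6 libraries were kept with the replicate block and limma-voom's sample weights, which were 0.312 and 0.280 for pair 2 and at least 1.64 for the others, 34 genes passed, all of them among the 155, with 5 and 13 melanin list genes. The same limma-voom fit with equal weights gave 0 calls, with 0 and 2 melanin list genes, and 336 genes at an unadjusted p under 0.05.

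The number of lists passing was 3, and between 1 and 8 with 1 library left out: 1 without the low-pigmented and 8 without the high-pigmented library of pair 2. It was 6 with the replicate block, 7 with pair 2 left out, and 7 with both. It was 0 under fry and 0 with an estimated correlation, and 0 again for either with the replicate block, and for fry with the replicate block and pair 2 left out. By construction these tests allow for correlation between the genes of a list. The melanin, p53 target and ribosomal protein lists passed under every other planned choice that kept all 6 libraries and in which lists were tested, which leaves out DESeq2 and limma-voom. Summing rows with the same human symbol gave 4 lists, the added one being lysosome genes.

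The cause of the following reversals was not tested. With limma-voom *Tyrp1* and *Dct* were at -0.14 and -0.059; with the replicate block *Tyrp1*, *Dct* and *Sox10* were at -0.17, -0.058 and -0.086, and with the block and DESeq2 at -0.16, -0.047 and -0.079. With the block and limma-voom they were at 0.091, 0.019 and 0.18, so the block alone does not set their direction. The lineage regulator median was -0.34 with no filter, where more genes with few counts enter, and -0.0099 with the replicate block, also when tested with fry or an estimated correlation. With rows of the same human symbol summed, glycolysis and hypoxia genes had a median of -0.087 and oxidative phosphorylation genes one of 0.011. In edgeR's test and in camera with the preset correlation, the replicate block changed no other call than the 3 added lists.

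Across the 6 fits that each left out 1 library, log2 changes ran from -0.86 to 3.05 for *Tyr*, -0.33 to 0.67 for *Tyrp1*, -0.54 to 0.48 for *Dct*, -0.069 to 1.35 for *Pmel*, -0.25 to 0.71 for *Mlana*, -0.73 to 1.16 for *Mitf* and -0.43 to 0.48 for *Sox10*. List medians ran from -2.003 to 2.35 for the cell cycle, -0.066 to 0.13 for glycolysis and hypoxia, -0.63 to 0.39 for interferon and antigen presentation, -0.52 to 0.010 for the invasive or dedifferentiated state, -0.078 to 0.50 for the lysosome, -0.037 to 1.12 for melanin synthesis, -0.40 to 0.26 for lineage regulators, -0.16 to 0.45 for other MITF-associated genes and -0.23 to 0.22 for oxidative phosphorylation. Without a change of direction, they ran from 0.07 to 0.73 for p53 targets, -0.53 to -0.18 for ribosomal proteins and -0.36 to -0.04 for ATF4 and the unfolded protein response. The wide cell cycle range arises when a library loses its partner, since pairs 1 and 3 differ in these genes: *Top2a* had 349 and 183 CPM in the high- and low-pigmented libraries of pair 1 and 22.8 and 9.76 CPM in those of pair 3. The other 12 named genes kept their direction in these fits, with no adjusted p under 0.05. The differences in library total and in genes detected at equal depth ran from -1301108 to 352120 counts and from -1647 to 460.4 genes under their alternatives. The first moved by at most 880018, less than the SD of either group, and the second by at most 1243, less than the SD of 2201 in high-pigmented and more than that of 1056 in low-pigmented cells, so their directions rest on single libraries.

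Depth outside the abundant rows was lowest in the pair 2 libraries. Without RP23-81C12.3 and the 2 mitochondrial ribosomal RNA rows, 1293834 and 3119137 counts remained in its high- and low-pigmented libraries. The other libraries kept at least 4329738. Simulated 2-fold changes were recovered in 0% of genes with the replicate block and all 6 libraries, so the absence of calls does not show that differences are absent. The simulation does not separate depth from the spread that pair 2 adds.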

Other observations

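The fit without pair 2 and its checks, the lower-depth check of pair 2, the division of the cell cycle list by phase and the tests of mitochondrial transcripts and no-feature reads were chosen after the results they bear on were seen.

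Other divisions of the 6 libraries were compared with the real one. All 10 of the 10 splits into 3 and 3 gave at least as many genes with an adjusted p under 0.05 as the real one, namely 0, so this count carries no information on the groups. In 7 of the 10 splits at least as many genes had an unadjusted p under 0.05 as the 38 of the real split, and in 7 of 10 at least as many lists passed as its 3. The 6 splits that keep 2 of the pairs together gave between 496 and 789 genes at an unadjusted p under 0.05, and differ from the real one in setting pairs against each other. Among the 4 splits that part all 3 pairs, with the pairs as a block, the real split was the 1 with the most genes at an unadjusted p under 0.05 (213, against 26, 81 and 17) and the 1 with the most lists (6, against 0, 3 and 0). With 4 such splits a share under 0.05 cannot be reached, so chance and a difference between the groups cannot be told apart on this count alone.

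The libraries of pair 2 contained fewer genes than the others. Unequal depth was argued against: drawn down to equal depth, the richer of the pair 2 libraries had 12678 genes and the poorest of the others 13844. Counts taken up by RP23-81C12.3 and the mitochondrial ribosomal RNA rows do not account for it either, since without those rows and at equal depth the values were 12320 and 13049. *Malat1* also took 6.77% of gene counts in the low-pigmented library of pair 2 and 0.251% in the high-pigmented one, so the libraries of this pair differ from each other as well. Few starting molecules or degraded RNA remain candidate explanations, which were not tested, and a difference between cell batches remains open.

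With pair 2 left out and the remaining pairs as a block, 155 genes passed an adjusted p under 0.05 in edgeR's test. The smallest p values belonged to *Ptgds* (log2 fold change 1.56, adjusted p 4.17e-08), *Trpm1* (2.16, 4.17e-08), *S100a1* (1.78, 1.21e-06) and *S100b* (1.02, 3.55e-05), each higher in the high-pigmented library of both pairs; across the fits of these libraries with a block the number of calls ran from 75 to 344. Among the calls were 10 melanin list genes, all higher (*Pmel*, *Trpm1*, *Oca2*, *Slc45a2*, *Mlph*, *Myo5a*, *Mreg*, *Bace2*, *Gpnmb* and *Tspan10*), while *Tyr*, *Tyrp1*, *Dct*, *Mlana*, *Mitf* and *Sox10* were not in this fit. In pair 2, 5 of these 10 were higher and 5 lower in the high-pigmented library (*Pmel* -0.58, *Mlph* -1.09, *Myo5a* -0.20, *Bace2* -0.96 and *Tspan10* -0.92 on the log2 scale), so pair 2 does not support the melanin list calls as a whole. These genes other than the fixed markers were named after their values were seen. When the groups were exchanged in pair 3, 0 genes passed, but with 2 labellings chance cannot be excluded by this. Removing each library's GC trend left 146 of the calls, with 147 of the 155 having a value for this property, which argues against this trend as the whole source. Removing the length trend left 147, but that fit used no gene-specific spread and cannot tell. Calls fell from 111 to 75 when the trend was removed with the prior degrees of freedom of the 155-call fit imposed, so length may account for some calls passing the threshold. For the size of the changes it does not account: over the 147 genes the ratio of the log2 change with the trend removed to that with it left in had a median of 0.970 and ran from 0.830 to 1.15. This ratio was chosen after the other length fits were seen.

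Pair 2, which took no part in those calls, gave a check of them. Of 43 genes called lower that had at least 20 counts in pair 2, 88.4% were lower there too, where random genes of like expression gave a median of 60.5%. Of 103 called higher, 52.4% were higher, against 41.7%. Of 10000 random lists a share of 0.0001, the smallest they can give, reached the value for the lower genes and 0.0182 that for the higher ones. The called genes thus moved the same way in pair 2 more often than random genes did. The margin for the higher genes is narrow, and 44.0% of all such genes were higher in pair 2. Random lists take genes as independent, whereas the lower calls include related genes, among them 4 of the ribosomal protein list. With 1 pair as the check, calls that hold for pairs 1 and 3 only cannot be excluded. That a difference following pigmentation underlies part of the 155 calls remains a hypothesis. Across all 11324 genes the log2 differences of pairs 1 and 3 had a Spearman correlation of 0.196, and those of pair 2 with either had 0.0254 and 0.0652; genes are not independent replicates.

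Ribosomal protein genes were lower in high-pigmented cells, with a median of -0.35 without pair 2. Because their transcripts are short, lists of other genes matched on length and expression were drawn, and these had a median of -0.17, with -0.28 as the lower 2.5% bound. The median of the ribosomal protein list lay below this bound. Ribosomal protein genes outside the list, such as *Rps7*, *Rps24*, *Rpl9* and *Rpl12*, were also called lower. Whether the matched lists held such genes was not examined, so their median need not reflect length alone. The bound also takes genes as independent. This test therefore does not decide how much of the difference transcript length accounts for. The genes called lower without pair 2 also included nucleolar and ribosome assembly genes (*Ncl*, *Npm1*, *Nop58*, *Dkc1*, *Gar1*), picked after their values were seen.

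Cell cycle genes moved apart by phase. Without pair 2, 20 genes of the cell cycle list with roles in G2 and mitosis had a median log2 change of 0.29 and the 11 genes of G1 and S one of -0.08, a difference of 0.37 that a share of 0.0449 of 10000 random divisions of the list reached. Of these genes 17 and 10 were also tested with all 6 libraries. Over those, the medians without pair 2 were 0.37 and -0.08 (a difference of 0.45, reached by a share of 0.0158), the G2 and mitosis medians in pairs 1, 2 and 3 were 0.49, 0.55 and 0.59, and the G1 and S medians -0.10, 0.21 and -0.11. A median of fitted changes need not lie between the medians of the pairs. This is consistent with more G2 or mitotic cells among those sorted as high-pigmented, as a hypothesis. Sorting on light scatter could also enrich larger cells whatever their pigment, which was not tested and stays open beside a link between pigment and the cell cycle.

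Mitochondrial mRNA made up 3.45%, 4.39% and 4.36% of all gene counts in the high-pigmented libraries of pairs 1, 2 and 3 and 2.67%, 1.92% and 2.80% in the low-pigmented ones, ratios of 1.29, 2.29 and 1.56. Of counts outside RP23-81C12.3 and the 2 mitochondrial ribosomal RNA rows it made up more by ratios of 1.32, 4.41 and 1.58, and each of the 13 mitochondrial mRNAs was higher in every pair. On these remaining counts the means were 7.11% ± 5.08 in high-pigmented and 2.90% ± 0.0785 in low-pigmented cells (SD, n = 3 each; exact 2-sided permutation p = 0.1, the smallest the design allows). The high-pigmented library of pair 2 sets the first mean: the libraries of pairs 1, 2 and 3 had 3.70%, 12.9% and 4.67%, and without pair 2 the means were 4.18% and 2.88%, a difference of 1.30 percentage points. Lower library quality of the high-pigmented samples stays open: the high-pigmented library had fewer genes at equal depth in 2 of 3 pairs, by ratios of 1.01, 0.838 and 0.968, and more RP23-81C12.3 in each pair, by ratios of 1.42, 1.99 and 1.22. Cell stress and an effect of the pigment itself were not tested. Reads shared with nuclear copies add uncertainty for *mt-Nd4l* and for *mt-Co1*, to which *Gm13340* is 97.6% identical over 1545 nucleotides.

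The human symbols beside the mouse symbols change what a reader would find in the table. Besides 2062 rows under the symbol of another row, 1565 human symbols are used more than once, by 4248 rows in all. *Sox10* is listed under SOX9, *Trpm1* under TRPM3, *Hspa5* under HSPA8 and *Eef1a1* under EEF1A2. Of 24 melanin list rows 5 carry another symbol, and of the 306 rows of all lists 78.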
